A study of Dictyostelium discoideum with 64 samples. Its data were reported in "Role of epigenetics in unicellular to multicellular transition in Dictyostelium" (2021).

How the data were processed

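Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on the social amoeba Dictyostelium discoideum at 4 stages of its life cycle: vegetative (single cells), streaming (cells moving together after starvation), mound and fruiting body. Antibodies recognized histone H3, which reports where nucleosomes are, or H3 carrying 1 of 6 modifications: monomethylation or trimethylation of lysine 4 (H3K4me1, H3K4me3), trimethylation of lysine 9, 27 or 36 (H3K9me3, H3K27me3, H3K36me3) or acetylation of lysine 27 (H3K27ac). The 64 samples comprised these 7 antibodies and input DNA at each stage, with 2 replicates. Peak lists of the 56 immunoprecipitated samples were analysed. The 8 input samples carried no peak list and were not analysed here. The labels name the strain AX4, whereas the series description and the study's methods name AX2, so the strain is left open.

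Per the study's methods, the authors trimmed the ends of the reads, aligned them with bowtie2 2.3.4.3 to version 2.5 of the D. discoideum genome, removed duplicates with picard and called peaks with MACS2 2.1.1.20160309. Peaks were called per library, without pooling replicates. The methods describe peak calling with H3 as the control and then name both input DNA and H3 as controls. Which of them served which list is not given per list in the sources used here, nor are the options of the peak caller. No foreign chromatin was added as a spike-in, so amounts are relative within a library. In each deposited list the authors gave −log10 p and −log10 q at the summit of a peak. They also gave the fold enrichment over the local control, a linear ratio. The deposited score is 10 times the −log10 q, cut to a whole number. The smallest −log10 q in any list was 1.30, a q-value of 0.05. Deposited positions count from 0 and are printed here from 1, on version 2.5. Fold enrichments are the authors' own values per peak. They were used to describe peaks and, as given below, to recover pileups and backgrounds. Peaks were ranked by −log10 p.

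Overlaps, covered lengths and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Overlapping peaks of a list were merged. The 6 sequences longer than 1000000 bp were taken as the chromosomes, and the other 5 sequences, 1 of which (DDB0169550, 55564 bp up to the last peak end) was taken as the mitochondrial genome from its length alone, were kept out of the main values. Shares of the genome refer to 33938595 bp, the sum of the last peak ends on the chromosomes. The overlap of 2 libraries was the Jaccard index, the bases covered in both divided by the bases covered in either. Its value under random placement was computed from the covered lengths. Consensus regions were merged peaks called in at least 2 libraries of an antibody, where an overlap of 1 bp counted as shared. Principal components were computed on presence or absence of peaks in consensus regions.

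Covered length and 3 measures of overlap or presence were compared per antibody. These comparisons and the alternatives to each were fixed before the data were examined. The stage separation was the mean Jaccard index of the 4 same-stage pairs minus that of the 24 different-stage pairs, tested one-sided over all 105 ways of pairing 8 libraries. The vegetative separation was the mean index within the vegetative libraries and within the multicellular ones (streaming, mound and fruiting) minus that between them, tested one-sided over all 28 choices of 2 of 8 libraries. The covered length of the vegetative libraries was compared two-sided with that of the other 6 over the same choices. Stage-pattern regions, called in both vegetative libraries and no other or in all 6 multicellular libraries and neither vegetative one, were counted and ranked one-sided among the 28 choices. The smallest p-values these designs allow are 0.00952 and 0.0357. Benjamini-Hochberg values were taken over the 7 antibodies of a comparison, and the threshold was 0.05. At these smallest p-values, an antibody alone cannot reach an adjusted value below 0.05 in any of the comparisons. The study's differential binding test runs on read counts and could not be run on peak lists. Regions named in the text are, in H3K4me1, H3K4me3, H3K27ac and H3K36me3, the 2 vegetative-only and the 2 multicellular-only regions with the highest mean percentile of −log10 p within their libraries. The rule also listed 6 genes the study discusses, and a share of peaks in promoters was planned. Neither was run, because the gene table at hand is of assembly 2.7 and gives no coordinates on the build of the peaks.

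The lists give no read totals. The study's methods state a minimum read depth, and its quality-control sheet holds read totals, which were not used as data here. The pileup of fragments and the background (the local lambda of MACS2) at each summit were therefore recovered from the fold enrichment and the −log10 p, which follow from both under the Poisson model of the peak caller with a pseudocount of 1. Pileups came out whole, within 0.01, for at least 99.8% of peaks in 50 lists. In the other 6 lists they came out whole for between 4.01% and 8.11%, which is the behaviour of a library scaled down to its control. Peaks with −log10 p above 250 were left out, at most 8.58% of a list. The lowest 0.5% of backgrounds in a list gave its background floor, which ranged from 1.07 to 70.5 fragments and serves as a relative measure of depth. In lists scaled down to their control it follows the depth of the control instead. Kinds of background were told apart by the ratio of the median background at summits inside H3 peaks of the same sample to that outside, split at the middle of the widest gap on a log scale, from 1.58 to 1.97. This split was set after the ratios were seen. A lower threshold tried first lay just below the ratio of H3K4me1 of mound replicate 1, 1.58, and would have placed that list with those above the gap. The recovery of backgrounds and the tests built on it were also added after the peaks had been examined.

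Replicate numbers pair samples across stages, because the study's quality-control sheet places replicates 1 and 2 in different sequencing batches. As a check, deviations from stage means of peak presence were correlated between same-numbered libraries. The 42 correlations averaged 0.126, ranged from −0.340 to 0.475, and 22 exceeded 0.1, while all 6 of an antibody did so only in H3K27ac. With 2 replicates per stage, a replicate number holds 1 library per stage and antibody, so a same-stage pair never lies within a batch. The replicate block permuted stages within replicate numbers, over 24 pairings or 16 choices. The highest Jaccard index of a same-stage pair was 0.859, so every library was counted as 1 sample.

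The 3 permutation tests of overlap or presence and the recovery of pileups were tested on simulated data. The other steps were not. On 100 sets without a stage effect, built on the 8908 regions of H3K4me3 with the real list sizes, each of the 3 permutation tests had p below 0.05 in 0 sets, so the tests are conservative there. Sets with shuffled list sizes were added after that result. On 100 of these the stage separation, the vegetative separation and the stage-pattern count had p below 0.05 in 6, 4 and 4 sets. A stage effect of 0.5 times the noise was called in 19 of 20 sets and one as large as the noise in 20. All 200 planted stage-pattern regions were found, but they were written into the calls as the pattern itself, so this outcome was fixed in advance. Of 2000 simulated pileups, 100% were recovered. Further sets, also added later, kept the real numbers of merged regions per list of each antibody, not the covered lengths, without any stage effect. Alternatives covered a stricter threshold (−log10 q of at least 5), the same number of strongest peaks per library, all sequences, merging over 500 bp, consensus regions from 1 library, an overlap of 50% of both peaks, the Jaccard index over merged regions, the replicate block and leaving out each library.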

Results

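ChIP-seq peaks of histone H3 and 6 of its modifications were compared across the vegetative, streaming, mound and fruiting stages of Dictyostelium discoideum, with 2 replicates per stage and antibody. The study asked where chromatin changes as single amoebae become multicellular. Lists held between 157 (H3K27me3, fruiting replicate 2) and 12045 peaks (H3, streaming replicate 2). On the 6 chromosomes, peaks covered between 0.222% (H3K36me3, vegetative replicate 2) and 26.8% (H3, streaming replicate 2) of the sequence. Median peak widths ranged from 150 to 793.5 bp, and median deposited fold enrichments from 1.56 to 7.92. The deposited lists give no read totals. The background floor recovered from the peaks ranged from 1.07 fragments in H3K4me1 of mound replicate 1 to 70.5 in H3K4me3 of vegetative replicate 2.

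The covered length varied widely between libraries of an antibody. The highest library exceeded the lowest by 1.83-fold in H3K9me3, 2.67-fold in H3K4me3, 3.37-fold in H3K27ac, 4.89-fold in H3, 8.87-fold in H3K4me1, 8.91-fold in H3K27me3 and 32.6-fold in H3K36me3. Replicates of a stage could lie far apart: H3 peaks covered 1860 kb in streaming replicate 1 and 9097 kb in streaming replicate 2, and H3K36me3 peaks covered 2251 kb and 75.4 kb in the vegetative replicates. The closest pair was H3K9me3 at the vegetative stage, with 966 ± 7.51 kb (SD, n = 2).

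**Figure D1:**
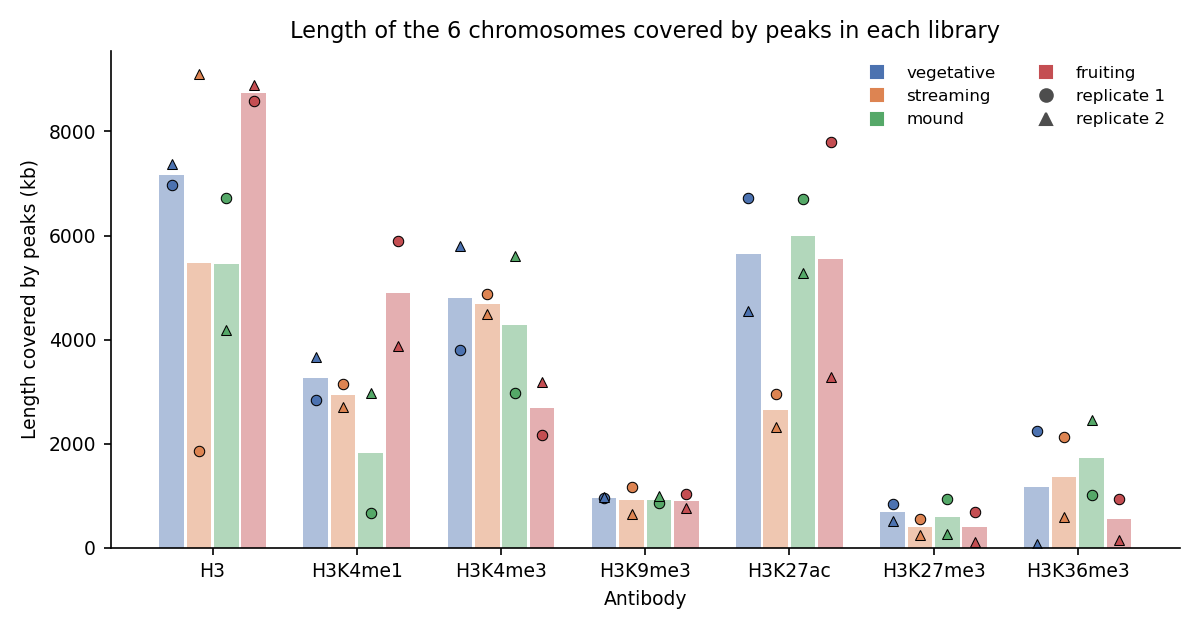
Length of the 6 chromosomes covered by peaks (kb, y axis) for each antibody (x axis) and stage (colour). Bars are means of 2 replicates and start at 0, circles are replicate 1 and triangles replicate 2. H3K9me3 libraries sit between 643 and 1177 kb, whereas H3 libraries spread from 1860 to 9097 kb.

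To ask whether the amount of marked chromatin differed between the unicellular and multicellular stages, the vegetative libraries were compared with the other 6. H3K4me3 covered 4797 ± 1414 kb (SD, n = 2) in vegetative and 3886 ± 1306 kb (SD, n = 6) in multicellular libraries, a difference of 910 kb with a two-sided exact permutation p of 0.429. H3K27ac covered 5637 ± 1548 kb (SD, n = 2) and 4728 ± 2222 kb (SD, n = 6), a difference of 909 kb (two-sided exact permutation p = 0.571). These 2 differences changed with the vegetative library that was kept. Without vegetative replicate 2 the H3K4me3 difference was −89.4 kb, and without vegetative replicate 1 the H3K27ac difference was −186 kb. Such a comparison sets a vegetative library of 1 replicate number against multicellular libraries of both. The differences were 615 kb in H3, 221 kb in H3K27me3, 53.7 kb in H3K9me3, 44.5 kb in H3K4me1 and −51.6 kb in H3K36me3, with two-sided exact permutation p-values from 0.429 to 1. No difference exceeded the spread between libraries, and all adjusted values were 1. With the same number of strongest peaks per library, the H3 difference was −41.9 kb and the H3K4me3 difference 140 kb. Within replicate 1 and within replicate 2, the difference had the same sign in 3 of the 7 antibodies (H3K4me3, H3K27ac and H3K27me3). It was 456 kb in replicate 1 and 1365 kb in replicate 2 in H3K4me3, and 908 and 909 kb in H3K27ac.

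Reproducibility and stage differences were then assessed by the overlap of peaks. Same-stage libraries had a mean Jaccard index of 0.592 ± 0.308 in H3, 0.378 ± 0.203 in H3K4me1, 0.592 ± 0.0805 in H3K4me3, 0.606 ± 0.122 in H3K9me3, 0.483 ± 0.101 in H3K27ac, 0.289 ± 0.205 in H3K27me3 and 0.122 ± 0.0883 in H3K36me3 (SD, n = 4 pairs). Random placement would give 0.0989 in H3 and less in each modification, down to 0.00586 in H3K27me3. Different-stage pairs, which share libraries and are not independent, averaged 0.582 in H3, 0.304 in H3K4me1, 0.447 in H3K4me3, 0.652 in H3K9me3, 0.383 in H3K27ac, 0.368 in H3K27me3 and 0.181 in H3K36me3. In H3K9me3, H3K27me3 and H3K36me3 the different-stage mean was thus the higher, but it includes pairs with the same replicate number, whereas a same-stage pair never shares one. Different-stage pairs with different numbers averaged 0.616, 0.286 and 0.131, close to the same-stage means of these antibodies.

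**Figure D2:**
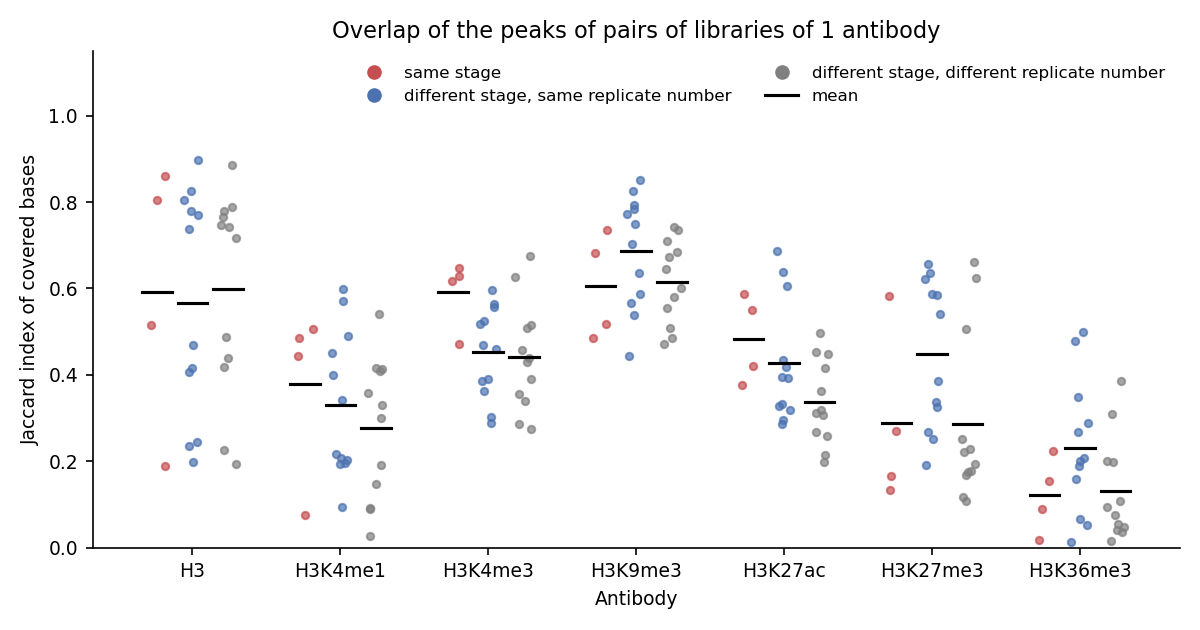
Jaccard index of covered bases (y axis) for pairs of libraries of each antibody (x axis), by whether the pair shares a stage or a replicate number. Points are pairs and black lines are means. Same-stage pairs of H3K4me3 average 0.592, against 0.452 and 0.442 for different-stage pairs with the same and with different replicate numbers.

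The stage separation was 0.145 in H3K4me3 (one-sided exact permutation p = 0.0286) and 0.1002 in H3K27ac (one-sided exact permutation p = 0.0190). After adjustment over the 7 antibodies, both exact permutation values were 0.1, so neither passed the corrected threshold. With the replicate numbers as blocks, the pairing of batches left p at 0.0833 in H3K4me3 and 0.0417 in H3K27ac (exact permutation over 24 pairings, one-sided). The latter is the smallest value that 24 pairings allow. The H3K27ac value fell to 0.0519 (one-sided exact permutation p = 0.0952) with the same number of strongest peaks per library. It was 0.130 with the Jaccard index over merged regions and 0.110 with 50% reciprocal overlap (one-sided exact permutation p = 0.00952 in each). Without vegetative replicate 1, the H3K4me3 separation was 0.124 (one-sided exact permutation p = 0.0667). The H3K27ac separation lost its call without any 1 of 5 libraries: 0.0866 without vegetative replicate 1, 0.0713 without vegetative replicate 2, 0.0990 without streaming replicate 1, 0.0730 without mound replicate 2 and 0.103 without fruiting replicate 2, with one-sided exact permutation p-values from 0.0667 to 0.152. In H3K4me1 the separation was 0.0745 (one-sided exact permutation p = 0.105), and it was 0.217 (one-sided exact permutation p = 0.0190) without mound replicate 2. H3 had a separation of 0.00973 (one-sided exact permutation p = 0.286), which became 0.196 (one-sided exact permutation p = 0.00952) without streaming replicate 2. Values were below 0 in H3K9me3 (−0.0460), H3K27me3 (−0.0789) and H3K36me3 (−0.0592), with one-sided exact permutation p-values from 0.8 to 0.924.

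The central contrast of the study, unicellular against multicellular, was tested in the same way. In the permutation test, no antibody separated the vegetative libraries from the other 6. Only 1 of the pairs within groups is vegetative, so differences among streaming, mound and fruiting also lower this separation. The absence of a call therefore cannot show that the vegetative libraries resemble the others. The vegetative separation was 0.0164 in H3K4me3 and 0.00289 in H3K36me3, and it was below 0 in the other 5 antibodies (−0.0984 in H3, −0.0433 in H3K4me1, −0.0762 in H3K9me3, −0.0447 in H3K27ac and −0.0956 in H3K27me3). One-sided exact permutation p-values ranged from 0.321 to 0.964, and the adjusted values were all 0.964. The H3K4me3 value was −0.0126 without vegetative replicate 1, and 0.0728 (one-sided exact permutation p = 0.0714) with the same number of strongest peaks per library. A replicate number holds 1 vegetative library, so only the index among multicellular libraries minus their index with the vegetative one could be taken within it. This difference was above 0 in 2 of 14 combinations of antibody and replicate. A deviating multicellular library lowers it too, so it cannot decide whether the vegetative libraries stand apart. All of these values depend on the sizes of the lists, because libraries of unequal covered length cannot overlap fully. Sets simulated with the real numbers of regions per library and no stage effect gave a mean vegetative separation of −0.0431 in H3K4me3 and −0.0525 in H3K27ac. In either antibody 0 of 100 sets reached the observed value. The sets did not match covered lengths, and differences among multicellular stages also move the observed value. They therefore cannot show a vegetative difference. In the other 5 antibodies 83 to 100 of 100 sets reached the observed value, and for the value above 0 in H3K36me3 the simulated mean was higher, 0.0167. List size is not the only candidate there, because the vegetative pair always crosses replicate numbers. In H3K4me1, H3K9me3, H3K27me3 and H3K36me3, different-stage pairs overlapped more when they shared a number, by 0.0540 to 0.163. This can also lower the observed value.

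In principal component analysis of peak presence, the first component to place both vegetative libraries on one side of the other 6 was PC2 in H3K4me3 (17.4% of variance) and H3K27ac (22.0%), and PC3 in H3K4me1 (13.1%) and H3K36me3 (9.56%). None of the leading 3 components did so in H3, H3K9me3 or H3K27me3. PC1 set the fruiting libraries apart in H3K4me1 (38.5% of variance) and H3K4me3 (41.2%). These placements carry no test, and with the same number of strongest peaks per library the separating component was PC1 in H3K4me3, PC2 in H3 and H3K27me3 and none of the leading 3 in H3K27ac.

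**Figure D3:**
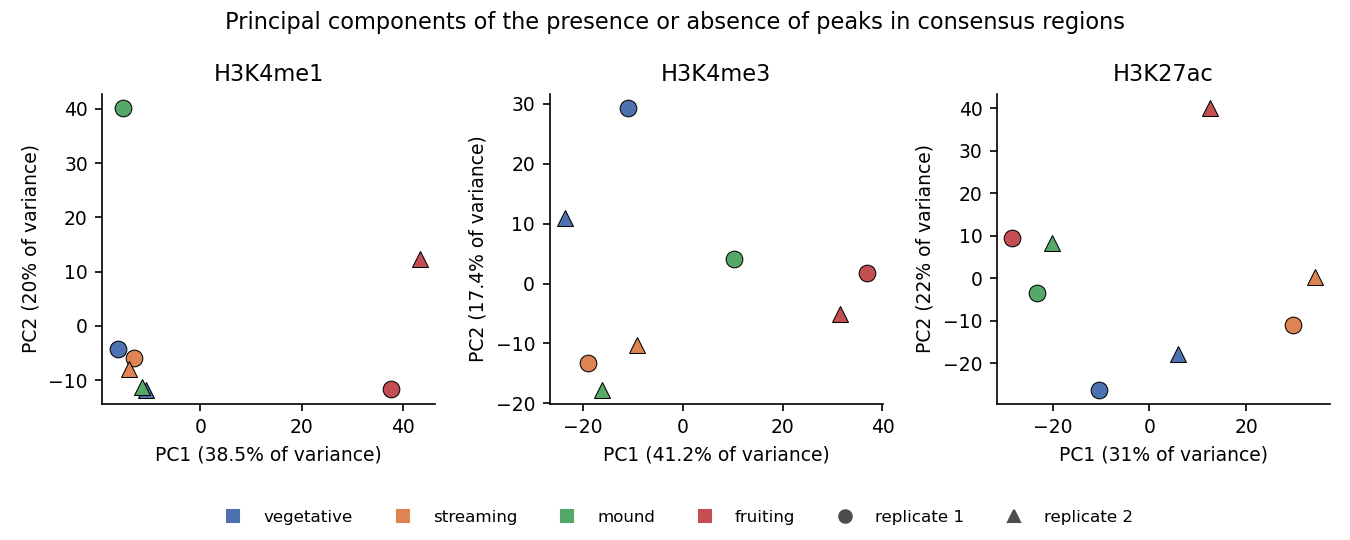
PC1 (x axis) and PC2 (y axis), in units of the component scores, for H3K4me1, H3K4me3 and H3K27ac libraries. Colours are stages, circles are replicate 1 and triangles replicate 2. PC1 holds 38.5% of variance in H3K4me1 and 41.2% in H3K4me3, and the fruiting libraries sit at its right end in both.

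Regions whose presence followed the life cycle were counted next. H3K4me3 had 7363 consensus regions, of which 311 were called in both vegetative libraries only and 57 in all multicellular libraries only. This total of 368 ranked 2 among the 28 choices of 2 libraries (one-sided exact p = 0.0714), and the fruiting pair had the highest total, 898. H3K27ac had 320 vegetative-only and 16 multicellular-only regions among 9647, a total of 336 that ranked 3 (one-sided exact p = 0.107), and the streaming pair had the highest, 429. H3K4me1 had 112 and 14 among 7526, a total of 126 that ranked 4 (one-sided exact p = 0.143), and the fruiting pair had the highest, 1820. Totals were 8 in H3K36me3, 6 in H3K27me3, 4 in H3 and 1 in H3K9me3, with one-sided exact p-values from 0.357 to 0.75. Adjusted exact values were at least 0.333.

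The named regions are given on version 2.5, and no annotation of that build was used here. In H3K4me3 the vegetative-only regions were DDB0232430 from 5256867 to 5258078 (fold enrichment 2.87 to 2.97) and from 1514237 to 1515517 (2.76 to 3.16), both at a mean percentile of 99.2 of −log10 p within their libraries. The multicellular-only regions of H3K4me3 were DDB0232430 from 4958395 to 4959346 (2.46 to 6.90, percentile 90.4) and DDB0232429 from 5048359 to 5049858 (2.17 to 5.71, percentile 85.4). In H3K27ac the vegetative-only regions were DDB0232432 from 1923524 to 1925700 (1.94 to 3.94, percentile 86.3) and DDB0232430 from 5464260 to 5465025 (2.82 to 3.63, percentile 84.0). Its multicellular-only regions were DDB0232432 from 2605452 to 2608850 (2.12 to 5.93, percentile 87.1) and DDB0232431 from 1810787 to 1811970 (2.63 to 3.86, percentile 83.9). In H3K4me1 the vegetative-only regions lay on DDB0232432 from 3888302 to 3888908 and from 4633879 to 4635417, at percentiles of 73.3 and 69.3. The multicellular-only ones lay on DDB0232432 from 1658817 to 1660030 and on DDB0232430 from 1529263 to 1530768, at percentiles of 70.7 and 67.1. In H3K36me3 the vegetative-only regions were short, 176 bp on DDB0232428 from 4428746 and 172 bp on DDB0232430 from 841268, at percentiles of 73.1 and 70.1. The multicellular-only ones lay on DDB0232430 from 4958396 to 4959335 and on DDB0232429 from 1890684 to 1891663, at percentiles of 63.5 and 60.8. The first of these overlapped the H3K4me3 region that starts at 4958395. Presence in these regions is a pattern over 8 libraries and was not tested per region, since 1 region cannot reach an exact p below 0.0357.

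The background of the lists was of 2 kinds. In 28 of the 48 modification lists it was raised inside H3 peaks of the same sample, by a ratio of 1.97 to 4.97. In the other 20 lists the ratio was 1.00 to 1.58. All 24 replicate 2 lists and the 4 replicate 1 lists of H3K4me3 belonged to the first kind, and all replicate 1 lists of the other 5 modifications to the second. Every comparison of replicates 1 and 2 in those 5 modifications therefore crosses a difference in background, and that of H3K4me3 does not. In 12 modification lists, those of streaming and fruiting replicate 2, the peak names begin with the letter of the other stage. All 4 replicate 1 H3 lists carry the letter of the vegetative stage, which is not that of the label in 3 of them.

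**Figure D4:**
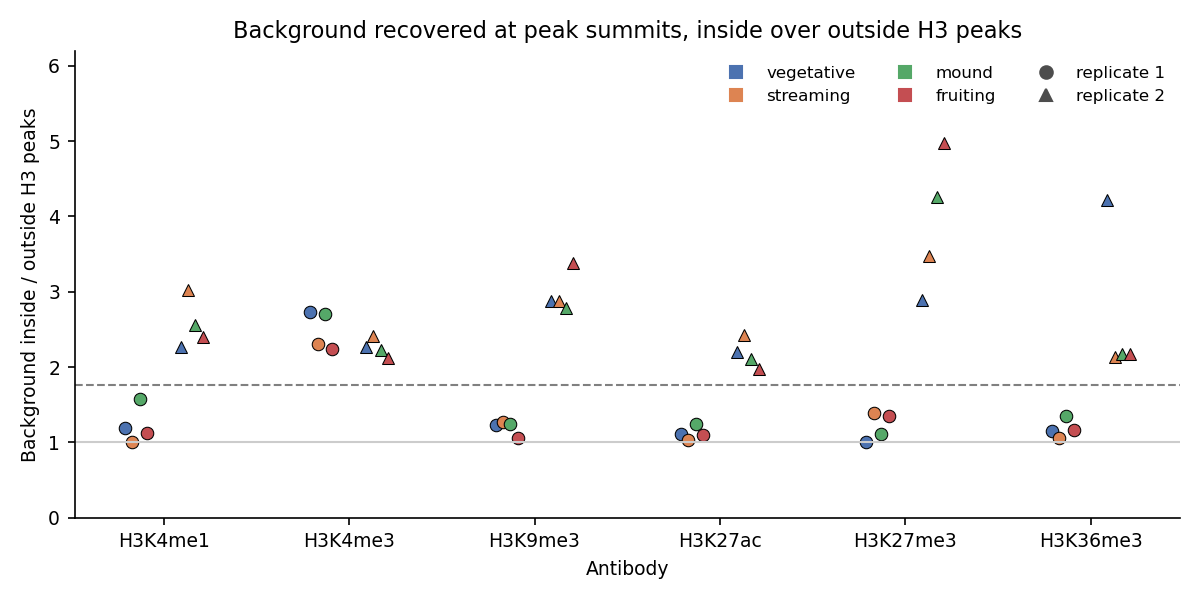
Ratio of the median background at summits inside H3 peaks to that outside (y axis) for each modification (x axis). Points are libraries, colours are stages, circles are replicate 1 and triangles replicate 2, and the dashed line is the middle of the widest gap on a log scale. The 28 lists above the line have ratios from 1.97 to 4.97, and the 20 below it from 1.00 to 1.58.

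The antibodies were finally compared with each other within each sample. The shared covered length over that of random placement was given as a log2 ratio, averaged over 8 samples. It was highest for H3K9me3 with H3K27me3 (4.95 ± 0.36, SD, n = 8), H3K27me3 with H3K36me3 (4.54 ± 1.41) and H3K9me3 with H3K36me3 (3.71 ± 0.87). H3K27me3 peaks lay to 83.9 ± 10.5% (SD, n = 8) of their length within H3K9me3 peaks. H3K4me1 with H3K27ac reached 1.89 ± 0.38 and H3K4me3 with H3K27ac 1.65 ± 0.18, and both ratios were above 0 in all 8 samples. H3K4me3 with H3K36me3 averaged 1.74 ± 1.79 and fell to −2.63 in 1 sample. H3K4me3 peaks overlapped less than chance with H3K9me3 (−1.04 ± 1.41, below 0 in 6 of 8 samples) and with H3K27me3 (−1.54 ± 1.98, below 0 in 5). The same number of strongest peaks per library moved the latter most, to −3.89. Some other pairs changed sign with the replicate number, which also divides the kinds of background of these modifications. H3K4me1 with H3K9me3 averaged 2.84 in replicate 1 and −0.87 in replicate 2. H3K9me3 with H3K27ac averaged 1.68 and −0.34, and H3K27ac with H3K27me3 2.04 and −0.63. H3K4me3 stayed below 0 on average in both replicates with H3K9me3 and with H3K27me3. Stages were not tested against each other in this measure.

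**Figure D5:**
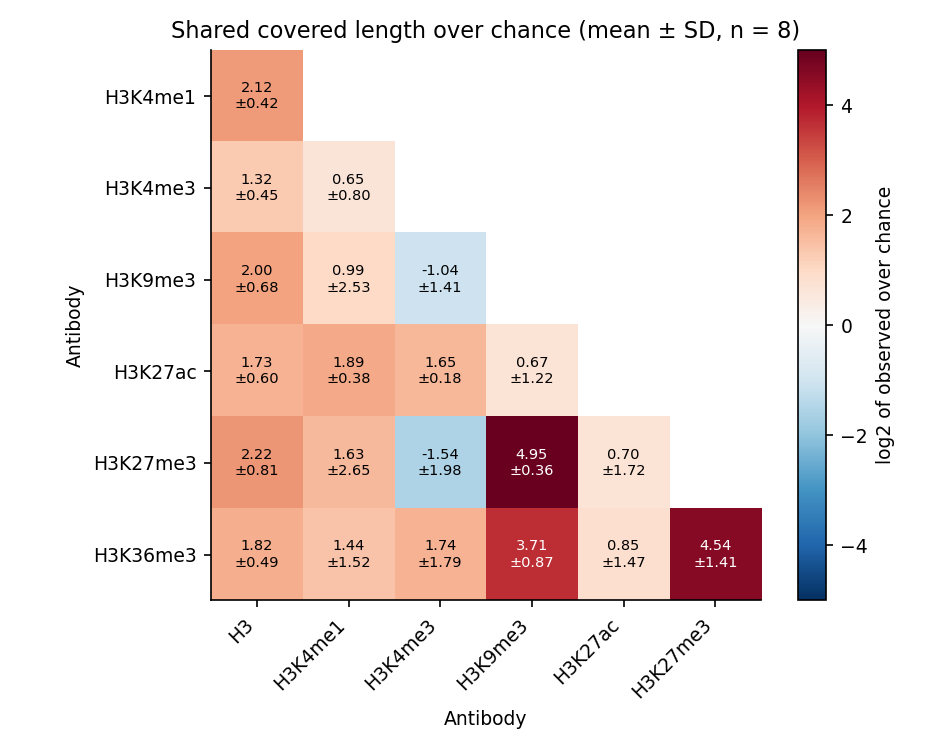
Log2 of the covered length shared by 2 antibodies (axes) over that of random placement, as mean ± SD of 8 samples, in colour from −5 to 5. H3K9me3, H3K27me3 and H3K36me3 overlap each other most, at 3.71 to 4.95, and H3K4me3 lies below 0 with H3K9me3 and H3K27me3.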

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

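All tests in this part were chosen after the values had been seen. Peaks on sequences outside the 6 chromosomes belong to no comparison above. They were flagged where the mean of a modification exceeded the highest H3 list, as H3 serves as the control here: in all 6 modifications on 1 sequence and in H3K9me3 alone on 3 others. DDB0169550, taken as the mitochondrial genome, was covered to 44.9% on average by H3K4me1 peaks, 48.2% by H3K4me3, 56.5% by H3K9me3, 31.3% by H3K27ac, 93.2% by H3K27me3 and 67.0% by H3K36me3 (n = 8 lists each), against 0% in each of the 8 H3 lists. The spread between lists was large, with an SD from 15.6 in H3K27me3 to 49.6 percentage points in H3K4me1.

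Mitochondrial DNA is not packed on histones, so an H3 control would hold little of it and its other reads could pass as enrichment. The 28 lists with a background raised inside H3 peaks had 78.0 ± 34.2% (SD) of the sequence in peaks, and the other 20 had 27.3 ± 37.7%. The recovered mitochondrial background was 1 to 2.60 times the floor in the 21 lists of the first set that gave one and 5.93 to 14.2 times in 14 lists of the second. Both sets are nearly the same as replicates 2 and 1, however. The replicate 1 H3K4me3 lists, which belong to the first set, had 1 to 1.52 times the floor. Lists of the second set, from the same batch, had at least 5.93 times. Within that batch the mitochondrial background thus went with the kind of background. Within replicate 1, H3K4me3 lists exceeded the mean of the other 5 modifications by 22.2 percentage points, with a one-sided exact permutation p of 0.178 over 1296 choices of 1 list per stage. Within H3K4me3, which had 1 kind of background, replicate 2 minus replicate 1 was −2.56 percentage points, with a two-sided exact permutation p of 1 over 16 sign patterns. The control and the sequencing batch cannot be told apart as causes of the coverage by peaks. Few lists break the link between them, and the coverage of those lists scatters. For 1 part the control alone is excluded: the replicate 1 H3K27me3 lists had no H3-like background and still covered 86.5% of the sequence on average. Nuclear copies of mitochondrial DNA were not tested. A biological explanation was not tested either, since coverage scattered within stages.

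H3K9me3 peaks covered 46.9% of DDB0215018, 88.4% of DDB0215151 and 58.1% of DDB0220052 on average (n = 8 lists each), above the highest H3 list, with 37.3%, 65.9% and 57.7%. On the first 2 sequences a difference between controls could not account for it, because each replicate 1 list, without the raised background, exceeded the highest H3 list, by at least 6.31 percentage points. Of the replicate 2 lists, that of the streaming stage lay below it on both, at 36.2% and 60.0%. On DDB0220052 the replicate 1 mean was −2.25 percentage points from the highest H3 list, and an effect of the control cannot be told apart from H3K9me3 signal. Reads shared between repeated copies were not tested, so a marking of these sequences by H3K9me3 may be real but stays a hypothesis.

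Covered lengths of the 6 multicellular libraries of each antibody were also searched for a library far from the others, and none was found in the 7 antibodies.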

How the results depend on the processing

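Pairs of different replicate numbers, the exchange of streaming and fruiting replicate 2, leaving out an arm of the mirrored segment and the whole fruiting and streaming comparisons were chosen after seeing the data, and the other alternatives were planned. With the replicate block, the pairing by batch, the H3K4me3 stage separation stayed at 0.145 with an exact permutation p of 0.0833. The separations of the fruiting libraries in H3K4me3 and of the streaming libraries in H3K27ac went from an exact permutation p of 0.0357 to 0.0625, the smallest value that 16 choices allow. The block changed no other call. The shares of peaks in promoters, and their alternative promoter width, were not run, because the gene table is of another assembly.

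Under the same number of strongest peaks per library, the difference in covered length of H3 was −41.9 kb, the H3K27ac stage separation was 0.0519 and stage-pattern totals were 47 in H3, 73 in H3K4me1, 0 in H3K9me3, 178 in H3K27ac, 2 in H3K27me3 and 1 in H3K36me3. Fewer peaks enter under this alternative. With −log10 q of at least 5, the H3K27ac stage separation was 0.0847 (one-sided exact permutation p = 0.0571) and the H3K36me3 vegetative separation −0.000216. The latter was −0.0284 with all sequences and −0.00112 with 50% reciprocal overlap. Merging over 500 bp left 1 stage-pattern region in H3K27me3. Over pairs of different replicate numbers, the stage separation was −0.00725 in H3, 0.00264 in H3K27me3 and 0.1503 in H3K4me3 (one-sided exact permutation p = 0.0833). In the same setting it was 0.1451 in H3K27ac (one-sided exact permutation p = 0.0417), above its main value. It was 0.1015 in H3K4me1 (one-sided exact permutation p = 0.0833) and −0.0102 in H3K9me3. With streaming and fruiting replicate 2 exchanged it was −0.0593 in H3K4me1, −0.000704 in H3K4me3 and 0.000992 in H3K27ac. Apart from the fewer peaks, the cause was not tested. Among alternatives chosen beforehand, leaving libraries out aside, 39 of 42 vegetative separations, 27 of 28 covered lengths, 39 of 42 stage separations and 35 of 42 stage-pattern totals kept their direction and call or size. No vegetative separation, covered length or stage-pattern total reached p below 0.05 under any alternative run. The replicate block, with 0.0625 as its smallest p, and leaving out a vegetative library, with 0.143, could not have reached it for these.

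Leaving out each library in turn moved the stage separation from −0.0630 (without fruiting replicate 1) to 0.196 (without streaming replicate 2) in H3, 0.00648 to 0.217 in H3K4me1, 0.0930 to 0.199 in H3K4me3, −0.0854 to 0.00552 in H3K9me3, 0.0713 to 0.163 in H3K27ac, −0.168 to 0.0141 in H3K27me3 and −0.0996 to 0.00826 in H3K36me3. The difference in covered length ranged from −325 to 1123 kb in H3, −465 to 581 kb in H3K4me1, −89.4 to 1910 kb in H3K4me3, −0.0514 to 107 kb in H3K9me3, −186 to 2003 kb in H3K27ac, 57.4 to 384 kb in H3K27me3 and −1139 to 1036 kb in H3K36me3. Vegetative separations ranged from −0.117 to −0.0493 in H3, −0.0652 to 0.00791 in H3K4me1, −0.0126 to 0.0310 in H3K4me3, −0.110 to −0.0582 in H3K9me3, −0.0815 to −0.0233 in H3K27ac, −0.130 to −0.0706 in H3K27me3 and −0.0951 to 0.122 in H3K36me3. Stage-pattern totals ranged from 4 to 15 in H3, 146 to 269 in H3K4me1, 375 to 502 in H3K4me3, 1 to 19 in H3K9me3, 354 to 453 in H3K27ac, 6 to 25 in H3K27me3 and 8 to 23 in H3K36me3 without each multicellular library. Leaving out a vegetative library gave no total, because a region called in the only one left falls short of the 2 libraries a consensus region needs. The lone replicate left in a stage was compared on its own, without a spread of its own.

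Among values with no test, 30 of 35 planned same-stage overlaps, 26 of 35 separating components and 42 of 44 co-occurrences moved by less than 1 SD or stayed on the same component. Depth limits the lists unevenly: the background floor ran from 1.07 to 53.8 fragments in H3K4me1 alone, and a region absent from a list with a low floor can be undetected.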

Other observations

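The tests on mirrored peaks, on covered length and depth, on replicate numbers, on the H3 list of the other sample, on list sizes, on the fruiting stage and on the other stages set against the rest were chosen after the result was seen, and the others were written down first.

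The split of the lists by background may reflect different controls: H3 for the 24 replicate 2 lists and replicate 1 H3K4me3, input DNA for the other replicate 1 lists. If so, backgrounds of 1 sample should match within a kind and not across kinds. Spearman correlations at matched summits were 0.849 to 0.988 within replicate 1 lists of the second kind and 0.913 to 0.991 within replicate 2, against −0.0856 to 0.715 between kinds. The same reading would make lists of different stages overlap more when they share a number, in the 5 modifications with 2 kinds of background. There the excess of same-number over different-number pairs was 0.0540 to 0.163, against 0.0105 in H3K4me3 and −0.0340 in H3. A batch effect that differs between antibodies cannot be told apart from it by the 0.0105 in H3K4me3, since replicate numbers are also batches. For H3K4me1, H3K9me3, H3K27ac, H3K27me3 and H3K36me3, low overlap between replicates may therefore be partly technical.

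Peak names begin with the letter of the other stage in the 6 modification lists of streaming replicate 2 and the 6 of fruiting replicate 2, while the 4 replicate 2 H3 lists carry the letter of their label. The names are no firm guide to the samples, since all 4 replicate 1 H3 lists carry the vegetative letter, also in 3 samples of other stages. An exchange of the modification samples themselves would make lists overlap more across the labels. Instead, pairs as labelled had the higher mean Jaccard index in 5 of the 6 modifications, by 0.624 against 0.374 in H3K4me3, 0.475 against 0.246 in H3K4me1 and 0.398 against 0.228 in H3K27ac. H3K9me3 went the other way, at 0.585 against 0.599. An exchange of the H3 controls against the modification lists would make the difference in background between both samples go against the difference in H3 pileup. That correlation was −0.298 or lower in all 6 modifications, down to −0.642. In the vegetative and mound samples of replicate 2 it was 0.828 to 0.949 in the 5 modifications with enough positions. Set against the mound sample, streaming gave 0.609 to 0.944 and fruiting 0.802 to 0.940, and against the vegetative sample 0.331 to 0.649 and 0.265 to 0.734, all above 0 with the H3 lists as labelled. With the H3 list of the other of the 2 samples in its place, at the same positions, the correlation was higher in 16 of 22 such comparisons. These were 5 of 5 for streaming with mound, 3 of 5 for fruiting with mound and 4 of 6 for each with vegetative. The median over all 22 was not higher, at 0.640 against 0.651 as labelled. The comparisons share libraries and are not independent. A candidate explanation is that the H3 libraries of streaming and fruiting replicate 2 are exchanged relative to the modification libraries. The H3 lists themselves cannot settle it, as these 2 overlap with a Jaccard index of 0.896.

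Covered length rose with the background floor. Over 14 sets of 4 libraries of 1 antibody and replicate number, the mean Spearman rho was 0.443 (one-sided permutation p = 0.00216, 100000 permutations, above 0 in 11 sets). Depth may thus set part of the several-fold range of covered lengths. Stages differ within these sets too, so a stage effect on both is not excluded.

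Unequal list sizes are argued against as the whole cause of the stage separation of H3K4me3, which was 0.156 (one-sided exact permutation p = 0.0190) with the same number of strongest peaks per library, not below the 0.145 of the full lists. In H3K27ac the same setting gave 0.0519 (one-sided exact permutation p = 0.0952) in place of 0.1002, and list sizes cannot be told apart from a stage effect, because the value fell and stayed above 0 while fewer peaks entered. Simulated sets with the real sizes and no stage effect, 100 per antibody, had separations of at most 0.0169 in H3K4me3, 0.0329 in H3K27ac and 0.0440 in H3K4me1, below the observed 0.145, 0.1002 and 0.0745. They rest on a model of the lists that matched numbers of regions, not covered lengths. In H3K4me1, 41 of them had p below 0.05, so the exact test there is not free of list size.

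The fruiting libraries were looked at because PC1 set them apart in H3K4me1 and H3K4me3. Of the 28 choices of 2 libraries, the fruiting pair gave the highest separation in H3K4me3 (0.194, one-sided exact permutation p = 0.0357, the smallest this design allows) and the next to highest in H3K4me1 (0.138, one-sided exact permutation p = 0.0714). In H3K4me3, 760 consensus regions were called in all libraries but the fruiting ones and 138 in the fruiting ones only. Different controls (H3 for some lists, input DNA for others) are argued against in H3K4me3, as all 8 H3K4me3 lists had the background raised inside H3 peaks. Over pairs of different replicate numbers the H3K4me3 value was 0.210 (one-sided exact permutation p = 0.0625, again the smallest possible), and the replicate block gave the same p. Unequal depth or list size cannot be told apart from a stage effect in H3K4me3: with the same number of strongest peaks per library the separation fell from 0.194 to 0.106. The fruiting pair remained the highest choice there, but its exact permutation p of 0.0357 is the floor of the design. In H3K4me1, where 1805 regions were fruiting-only, depth cannot be told apart from a stage effect. With equal numbers of peaks the separation was 0.165, above the 0.138 of the full lists, and the exact permutation p stayed at 0.0714. That of the full lists moved with single libraries: it was 0.0645 without fruiting replicate 2 and 0.214 (one-sided exact permutation p = 0.0476) without mound replicate 1. The fruiting lists had the highest background floor of their replicate number there, 13.4 and 53.8 fragments. The part of different controls is not settled in H3K4me1. The 2 fruiting lists had different kinds of background there, which should lower their overlap. Their Jaccard index was 0.444, against 0.0267 to 0.359 for fruiting lists with lists of another stage and the other replicate number. List sizes also bound these values: the 0.0267 belongs to mound replicate 1, which covered 664 kb, with fruiting replicate 2, which covered 3883 kb. Over pairs of different replicate numbers, which all cross the kinds of background, the H3K4me1 separation was 0.121 (one-sided exact permutation p = 0.125). A difference of the fruiting stage in either antibody thus stays open, and other cell composition at that stage was not tested. Among all 28 combinations of antibody and stage, 2 pairs were the highest choice: fruiting in H3K4me3 and streaming in H3K27ac (0.140, one-sided exact permutation p = 0.0357). The latter fell to 0.0126 (one-sided exact permutation p = 0.393) with the same number of strongest peaks per library.

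Peaks on DDB0232429 mirror each other around position 3015900. Between 2255901 and 3775900, arms of 760 kb each hold peaks in reversed order. A median of 87.5% of peaks in 1 arm had a partner within 200 bp of its mirrored position, against 6.18% around other centres. In 51 of 56 lists the share exceeded that at each of 999 other centres, and the lists below that had few peaks in the arm. This is consistent with reads shared between the copies of an inverted duplication in the reference, 4.48% of the chromosome sequence, where the peaks of a copy are not independent of the other. Whether the strain used carries both copies cannot be read from peaks.

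H3K27me3 and H3K36me3 peaks overlapped each other and H3K9me3 peaks far above chance. A control shared by the lists of a sample is argued against as the whole cause, because between lists of different replicate numbers, with different kinds of background, the lowest mean log2 ratio of the 3 pairs was 3.20 ± 1.42 (SD, n = 4 stages). Cross-reaction of antibodies and repeated sequence were not tested, so shared marking of these regions may be one of several sources.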
